# Regulation of stomatal opening and histone modification by photoperiod in *Arabidopsis thaliana*

**DOI:** 10.1038/s41598-019-46440-0

**Published:** 2019-07-22

**Authors:** Saya Aoki, Shigeo Toh, Norihito Nakamichi, Yuki Hayashi, Yin Wang, Takamasa Suzuki, Hiroyuki Tsuji, Toshinori Kinoshita

**Keywords:** Light responses, Stomata

## Abstract

Stomatal movements are regulated by many environmental signals, such as light, CO_2_, temperature, humidity, and drought. Recently, we showed that photoperiodic flowering components have positive effects on light-induced stomatal opening in *Arabidopsis thaliana*. In this study, we determined that light-induced stomatal opening and increased stomatal conductance were larger in plants grown under long-day (LD) conditions than in those grown under short-day (SD) conditions. Gene expression analyses using purified guard cell protoplasts revealed that *FT* and *SOC1* expression levels were significantly increased under LD conditions. Interestingly, the enhancement of light-induced stomatal opening and increased *SOC1* expression in guard cells due to LD conditions persisted for at least 1 week after plants were transferred to SD conditions. We then investigated histone modification using chromatin immunoprecipitation–PCR, and observed increased trimethylation of lysine 4 on histone 3 (H3K4) around *SOC1*. We also found that LD-dependent enhancement of light-induced stomatal opening and H3K4 trimethylation in *SOC1* were suppressed in the *ft-2* mutant. These results indicate that photoperiod is an important environmental cue regulating stomatal opening, and that LD conditions enhance light-induced stomatal opening and epigenetic modification (H3K4 trimethylation) around *SOC1*, a positive regulator of stomatal opening, in an *FT*-dependent manner. Thus, this study provides novel insights into stomatal responses to photoperiod.

## Introduction

Plants need stomata in the plant epidermis for gas exchange between plants and the atmosphere, providing CO_2_ uptake for photosynthesis, O_2_ efflux, and transpiration. The movements of the stomata are regulated by various environmental signals such as light, temperature, CO_2_, drought conditions and pathogens^1,2^. Among them, blue light, red light and low CO_2_ act as a positive signal for stomatal opening. Blue light activates blue light receptor phototropins and blue light signaling component-mediated activation of plasma membrane (PM) H^+^-ATPase in guard cells^3,4^. In *Arabidopsis thaliana*, 11 PM H^+^-ATPase isoforms are recognized^5^, and all genes are expressed in guard cell protoplasts^6^. Blue light activates PM H^+^-ATPase by phosphorylating the penultimate residue, threonine, and 14-3-3 protein binding to the phosphorylated C-terminus^7,8^. Next, negative electrical potential was occurred inside the PM by blue light-activated PM H^+^-ATPase and inward-rectifying K^+^ channels induced K^+^ uptake through voltage-gated in response to the negative electrical potential. Finally, water potential changes turgor and volume in guard cells, leading to stomatal opening^2,4^.

In the early phase of blue light signaling pathway, a protein kinase, *BLUE LIGHT SIGNALING1* (*BLUS1*), and type 1 protein phosphatase (PP1) have an important role between phototropins and PM H^+^-ATPase^9–11^. BLUS1 directly binds with phototropins in guard cells. Phosphorylation of BLUS1 by phototropins and kinase activity of BLUS1 are both essential for the PM H^+^-ATPase activation. PP1 is composed of both a catalytic subunit and a regulatory subunit. Both PP1 subunits may be involved in signal transduction from phototropins to PM H^+^-ATPase. Recently, BLUE LIGHT-DEPENDENT H^+^-ATPASE PHOSPHORYLATION (BHP), a Raf-like kinase, was reported as a novel signaling component for blue light-induced stomatal opening^12^. BHP interacts with BLUS1 but not with phototropins or PM H^+^-ATPase, and forms an early signaling complex with phototropins via BLUS1 in guard cells.

Furthermore, recent studies have indicated that mRNAs of photoperiodic flowering components, such as *GIGANTEA* (*GI*), *CONSTANS* (*CO*), *FLOWERING LOCUS T* (*FT*), *TWIN SISTER OF FT* (*TSF*), and *SUPPRESSOR OF OVEREXPRESSION OF CO 1* (*SOC1*), are exist in guard cells and these components positively enhance light-induced stomatal opening in *A. thaliana*^13–15^. In addition, the well characterized blue light photoreceptor *CRYPTOCHROME* (*CRY*), which regulates photoperiodic flowering, has a function in the regulation of light-induced stomatal aperture via regulation of *FT* and *TSF* expression^14^. These findings suggest that photoperiod has a substantial effect on stomatal opening. Recently, Hassidim *et al*. (2017) reported that long-day (LD) conditions induce stomatal opening in *A. thaliana* 2 h before lights-on, but that short-day (SD) conditions do not induce stomatal opening before lights-on, and that the amplitude of the stomatal aperture is smaller throughout the day under SD conditions than under LD conditions^16^. However, to date, there has been no detailed analysis of the relationship between photoperiod and light-induced stomatal opening.

*SOC1* gene encodes a multifunctional MADS box protein^17–20^ that regulates the timing of flowering, and floral pattern and meristem determinacy^21–23^. *SOC1* expression is also mediated by *FT* in Arabidopsis guard cells^14^, and *SOC1* acts as a positive regulator in light-induced stomatal opening^15^. The transcription factor MYB60 is specifically expressed in guard cells, and a null mutant of AtMYB60 exhibited reduced light-induced stomatal opening^24^.

In this study, we investigated the effect of photoperiod on light-induced stomatal opening in *A. thaliana* and found that LD conditions enhanced light-induced stomatal opening and *SOC1* expression via *FT* and increased expression level of a PM H^+^-ATPase isoform, *AHA5*, in guard cells. We also determined that the enhancement of light-induced stomatal opening and *SOC1* expression in guard cells by LD conditions persisted for at least 1 week after plants were transferred to SD conditions, and that LD conditions induced *FT*-dependent epigenetic regulation [trimethylation of lysine 4 of histone 3 (H3K4)] of *SOC1*, a downstream transcription factor of *FT*.

## Results and Discussion

To clarify the effects of photoperiod on stomatal opening in response to light, we investigated light-induced stomatal opening in plants grown under LD and SD conditions. Kinoshita *et al*. (2011) showed that plants grown under LD and SD conditions differed significantly in shape^13^; therefore, we first established the conditions for plant growth. Plants were grown under SD conditions for 3 weeks, and then transferred to separate SD conditions for 2 weeks (SS) or to LD conditions for 2 weeks (SL); both groups showed similar leaf area, suggesting that there was no significant difference in plant growth (Fig. 1a; Supplementary Fig. 1; Supplementary Table 1). We then used these plants for further experiments. Stomata in the epidermis from both SS and SL plants showed light-induced stomatal opening, with SL plants showing significantly larger stomatal aperture than SS plants in response to light (Fig. 1b). We further investigated the light-induced increase of stomatal conductance in rosette leaves from SS and SL plants with a gas exchange system (Supplementary Fig. 2), and found that maximal stomatal conductance was 18% greater in SL plants than in SS plants (Fig. 1c). Note that photosynthetic activity of SL plants is significantly higher than that of SS plants during 10 to 30 min after the start of illumination, but there is no significant difference after 30 min (Supplementary Fig. 3). Under the same conditions, we detected no significant difference in stomatal density between plant groups (Supplementary Table 1). These results indicate that photoperiod is an important environmental cue regulating stomatal opening, and that LD conditions enhance light-induced stomatal opening without affecting stomatal development. Furthermore, we found that stomata in the loss-of-function mutant of *FT*, *ft-2*^25^, did not show LD-dependent enhancement of light-induced stomatal opening (Fig. 1d), indicating that this process is mediated by *FT*.

**Figure 1:**
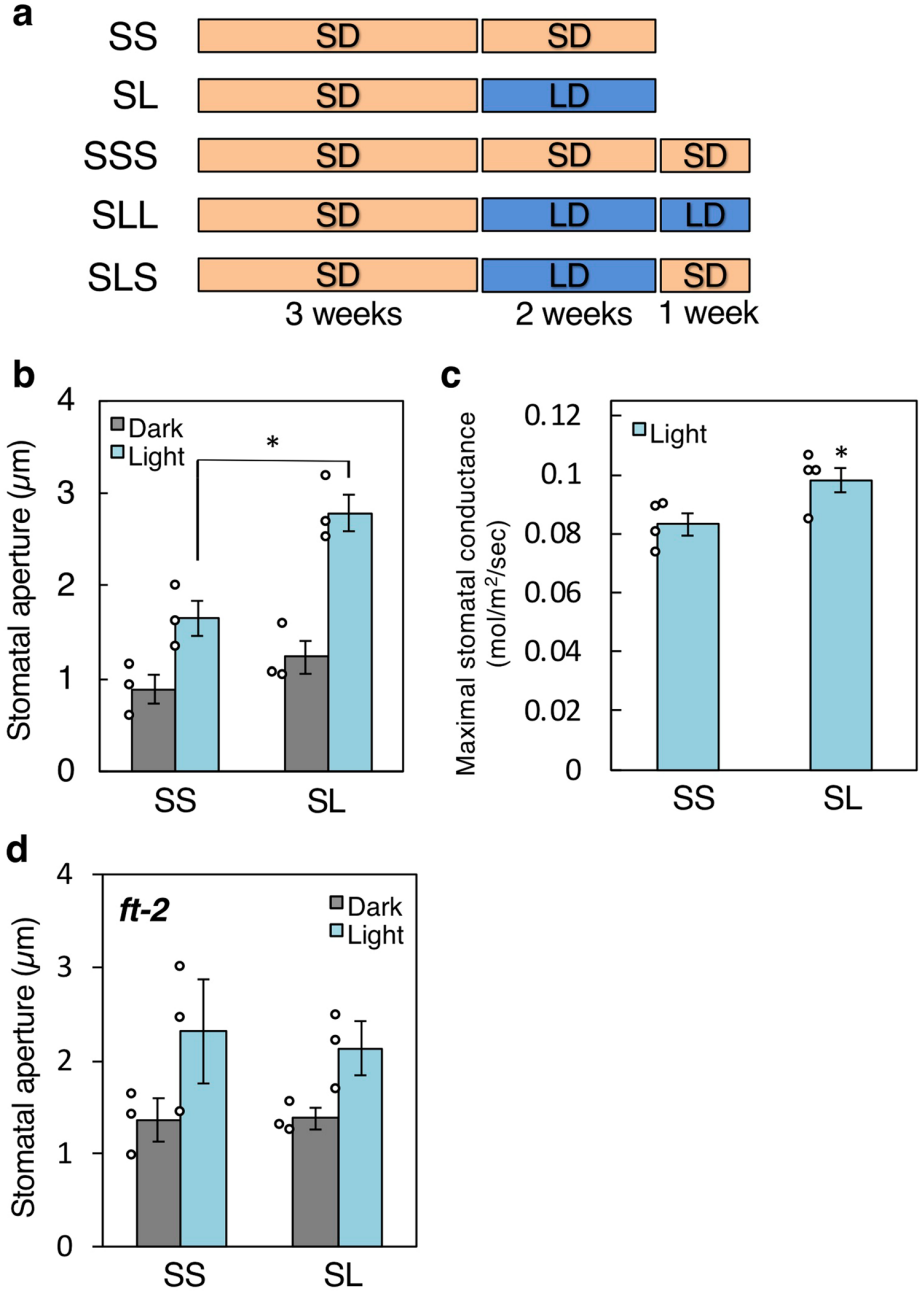
Long-day (LD) conditions enhanced light-induced stomatal opening via *FT*. (**a**) Summary of plant growth conditions. SS: short-day (SD) conditions for 5 weeks; SL: SD conditions for 3 weeks followed by LD conditions for 2 weeks; SSS: SD conditions for 6 weeks; SLL: SD conditions for 3 weeks followed by LD conditions for 3 weeks; SLS: SD conditions for 3 weeks followed by LD conditions for 2 weeks and SD conditions for 1 week. (**b**) Light-induced stomatal opening in epidermis from SS and SL plants. Stomatal apertures were determined 3 h after the start of light illumination or in darkness. Data are means of three independent experiments ± standard error (SE) (two-sided Student’s *t*-test, *P = 0.014). (**c**) Light-induced increase in stomatal conductance in intact leaves from SS and SL plants. Maximal stomatal conductance was calculated as the average conductance from 100 to 120 min after the start of light illumination. Data are means of four measurements in SS and SL plants ± SE (two-sided Student’s *t*-test, *P = 0.048). (**d**) Light-induced stomatal opening in epidermis of *ft-2* mutant plants. Data are means of three independent experiments ± SE. Circles in (**b**,**d**) indicate means of 25 stomatal apertures, with five epidermal fragments for each experiment.

To clarify the mechanism of stomatal regulation by photoperiod, we first analyzed gene expression in guard cell protoplasts (GCPs) isolated from SS and SL plants in the evening (at zeitgeber time [ZT]16) by microarray (Supplementary Data 1). 

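Guard cell protoplasts (GCPs) are guard cells whose walls have been removed by enzymes. RNA from GCPs of SS plants and of SL plants, 3 samples each, was hybridized to 6 Agilent Arabidopsis oligo arrays in a single colour, 1 sample per array. The samples carried replicate numbers 1 to 3 in each group, and each number stood for an independent batch of plants. SS plants had spent 5 weeks under a day of 8 h, and SL plants 3 weeks under that day followed by 2 weeks under a day of 16 h. According to the sample labels, light intensity was 100 µmol per square metre per second in the short day and 41 in the long day, so that light intensity changed together with day length. The paper gives ZT16 as the time of isolation for both groups, whereas the labels give ZT8 for SS and ZT16 for SL. The paper's time is used here.

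The authors scanned the arrays with Agilent's Feature Extraction software, and the deposited intensities were not normalized between arrays. Each array held 43603 probes besides controls, of which between 65.3% and 70.7% were well above background, and 0 spots were saturated. The paper's methods name the *limma* package for normalization. Here, the median intensity of each spot was corrected for local background by normexp with an offset of 50, quantile normalized over the 6 arrays and converted to log2. Probes well above background on all 3 arrays of at least 1 group were kept, which left 28852 probes of 18001 genes and further probes without a matched gene. Differences between SL and SS were tested with *limma* and Benjamini-Hochberg adjustment, without the replicate number in the model, and again with the replicate number as a block. The number of arrays limited the precision of each value. Arrays of replicate 1 lay on 1 slide and those of replicates 2 and 3 on another, with both groups on each slide.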

As shown in Table 1, the expression of several genes including *SOC1*, *FRUITFULL*, *ATRALF1, hypothetical protein, ATTSPO, CCOAMT, ATSUC1*, *and ATCKX5* was repeatedly increased in GCPs from SL plants, showing a greater than 2-fold increase compared with those from SS plants. Among these genes, *SOC1*, a multifunctional MADS box protein, has been reported to act as a positive regulator of light-induced stomatal opening^15^. 

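*SOC1* (AT2G45660, on chromosome 2) was measured by 1 probe, which was well above background on all 6 arrays. Its normalized signal was 207 ± 55.2 (SD, n = 3) in GCPs from SS plants and 881 ± 304 (SD, n = 3) in GCPs from SL plants. The SL/SS ratio was 4.17 in the pair of replicate 1, 3.42 in that of replicate 2 and 5.06 in that of replicate 3, with a mean of 4.22 ± 0.818 (SD, n = 3 pairs). Each SL array lay above each SS array (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The log2 fold change was 2.06 (SE 0.33, adjusted p = 0.504 from *limma* with Benjamini-Hochberg adjustment over 28852 probes). With the replicate number as a block, its SE was 0.12 and the adjusted p from *limma* was 0.00489. Without the pair of replicate 2, the adjusted p from *limma* with the block was 0.116. Among the other settings tried, the deposited series matrix values moved the log2 fold change of *SOC1* most, to 2.75.

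All 8 genes of Table 1 were higher in SL in all 3 pairs. For all 8, each SL array lay above each SS array at the brightest probe of the gene. With 3 arrays against 3, chance gives groups that do not overlap, in either direction, for 10% of genes. The mean SL/SS ratio over the pairs was above 2 for 7 of the 8 genes. It was 2.57 for *FRUITFULL* (*FUL*, AT5G60910), 2.28 for *ATRALF1* (AT1G02900), 2.22 for the hypothetical protein (AT4G30650), 2.21 for *ATTSPO* (AT2G47770), 2.1 for *CCOAMT* (AT1G67980), 2.04 for *ATSUC1* (AT1G71880) and 1.98 for *ATCKX5* (AT1G75450). Without replicate 1 of either group, 4 of the 8 genes were above 2. *FRUITFULL* and *ATTSPO* had a second probe, with mean ratios of 2.20 and 1.75. At the second probe of *ATTSPO* the groups overlapped, and its adjusted p from *limma* with the block was 0.0518. With *limma*, 0 of the 8 genes had an adjusted p under 0.05 without the block, and their adjusted p lay between 0.504 and 1. With the block, all 8 were below this threshold at their brightest probe, with an adjusted p from *limma* between 0.00489 and 0.0428. This held for 8 of 8 without the pair of replicate 3, but for 2 without that of replicate 1, for 0 without that of replicate 2 and for 2 when the arrays were scaled to their 75th percentile in place of quantile normalization. Adjusted over the list alone, 8 of 8 passed without the block, but the list was chosen by the study on these samples, so that this is not independent evidence.

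**Figure D1:**
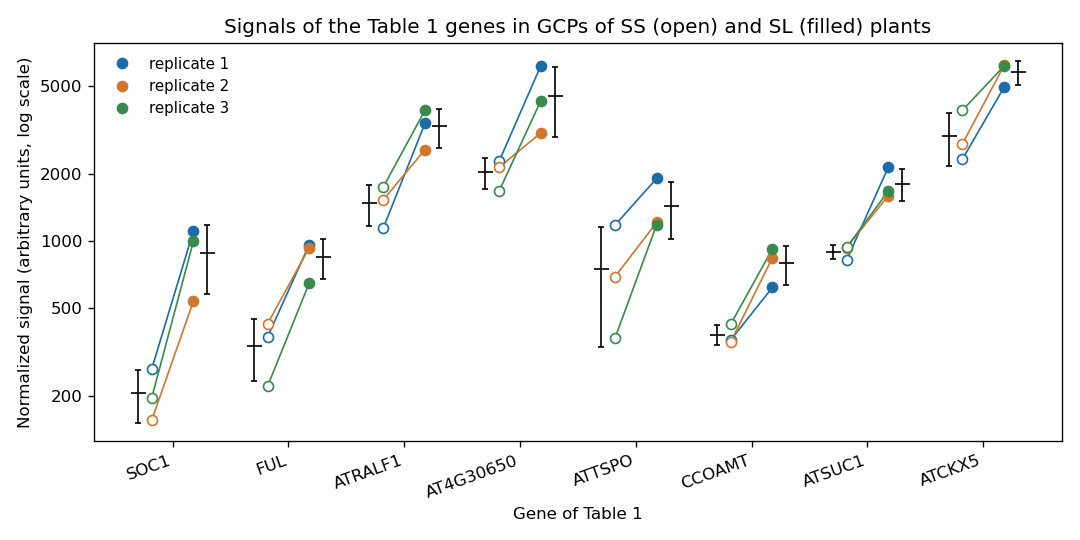
Normalized signal (arbitrary units, log scale) of the 8 genes of Table 1 on each array of GCPs from SS (open circles) and SL (filled circles) plants, with a line joining the arrays of one replicate number and the mean ± SD (n = 3) beside each group. All lines rise from SS to SL, and *SOC1* has the steepest mean rise, with a mean ratio of 4.22.

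Of these genes, the paper states that *SOC1* has been reported as a positive regulator of light-induced stomatal opening. Together with the qRT-PCR data in Fig. 2, the paper proposes that *SOC1* takes part in the LD-dependent enhancement of stomatal opening downstream of *FT*.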

We confirmed increased *SOC1* expression in GCPs from SL plants using quantitative reverse-transcription PCR (qRT-PCR) (Fig. 2a). In contrast, we observed no clear LD-dependent increase in *FT* expression by microarray, probably because *FT* expression levels were too low. Therefore, we conducted qRT-PCR analysis to detect *FT* expression, and found that *FT* was also significantly increased in GCPs from SL plants isolated in the evening (ZT16) (Fig. 2b). Furthermore, we found that the LD-dependent increase in *SOC1* expression was severely suppressed in guard cell-enriched epidermal fragments from the *ft-2* mutant (Fig. 2a). Together, these results suggest that *SOC1* is involved in LD-dependent enhancement of light-induced stomatal opening downstream of *FT*.

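*FT* (AT1G65480, on chromosome 1) was represented by 2 probes, and 0 of its 12 spots on the 6 arrays were well above background. The median pixel intensity of these spots was between 50.5 and 76, and the median of the 153 negative control spots on the same arrays was between 48 and 66. Of the 12 spots, 10 lay above the median of the negative controls of their array and 6 above its 95th percentile. For comparison, the *SOC1* spots had a median pixel intensity between 168 and 1074. By the less strict flag of the scanner software, which tests the pixels of a spot against its local background, 2 of 6 spots were positive in SS and 4 of 6 in SL. This flag was looked at only after the data had been seen. No fold change is given for *FT*, because no spot of either group was well above background.

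**Figure D2:**
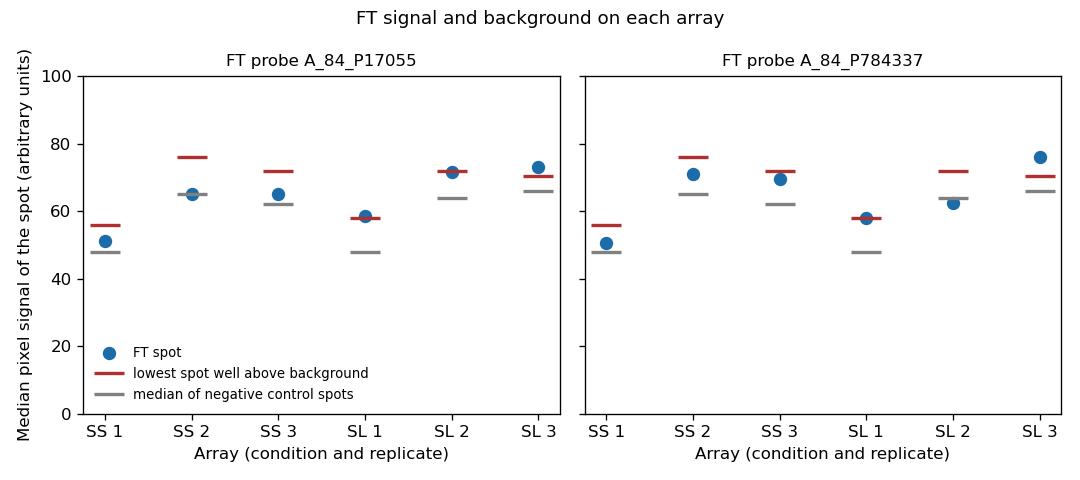
Median pixel intensity (arbitrary units) of both *FT* probes on each array of GCPs from SS and SL plants (circles), with the median of the negative control spots (grey bars) and the lowest intensity among spots well above background (red bars) on the same array. None of the circles is a spot well above background, although 4 of 6 in SL and 0 of 6 in SS reach the red bar, since this flag rests on the intensity after background subtraction.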

**Table 1:** Microarray analysis of guard cell protoplasts (GCPs).

AGI No.	Name	SS	SL	Fold Change (SL/SS)	*P* value
AT2G45660	*SOC1*	165 ± 12	787 ± 140	4.68 ± 0.53	0.012
AT5G60910	*FRUITFULL*	290 ± 58	763 ± 82	2.73 ± 0.24	0.009
AT1G02900	*ATRALF1*	1376 ± 241	3061 ± 396	2.33 ± 0.39	0.022
AT4G30650	*Hypothetical protein*	1871 ± 140	4155 ± 627	2.28 ± 0.43	0.024
AT2G47770	*ATTSPO*	648 ± 171	1296 ± 122	2.27 ± 0.56	0.037
AT1G67980	*CCOAMT*	328 ± 42	727 ± 129	2.18 ± 0.17	0.043
AT1G71880	*ATSUC1*	819 ± 87	1647 ± 46	2.08 ± 0.31	0.001
AT1G75450	*ATCKX5*	2805 ± 561	5465 ± 675	2.02 ± 0.21	0.039

Plants were grown under short-day (SD) conditions for 3 weeks, and then transferred to separate SD conditions for 2 weeks (SS) or to long-day (LD) conditions for 2 weeks (SL). GCPs from SS and SL plants were then used for analysis. Data are means of three independent experiments; significant differences were determined using two-sided Student’s *t*-tests, at a significance level *P* < 0.05. 

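The methods' t-test, two-sided and unpaired on the normalized signals, gave an unadjusted P under 0.05 for 1365 of the 28852 probes and called 0 of them after Benjamini-Hochberg adjustment. *limma* without the replicate block gave 1185 probes with an unadjusted p under 0.05 and called 0 after adjustment, the smallest adjusted p being 0.191. With the replicate number as a block, *limma* called 1297 probes at an adjusted p under 0.05, of which 387 were higher and 910 lower in SL. This number depended on single pairs and on the normalization. It was 52 without the pair of replicate 1, 0 without that of replicate 2 and 2345 without that of replicate 3, and 47 when the arrays were scaled to their 75th percentile in place of quantile normalization.

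By the study's criterion, an unadjusted P under 0.05 by the methods' t-test and a mean SL/SS ratio above 2, 11 probes were higher in SL. Of these, 6 belonged to 5 genes of Table 1, namely *SOC1*, *FRUITFULL*, *ATRALF1*, *CCOAMT* and *ATSUC1*. The other probes belonged to AT1G13930, *DAA1*, AT3G51330 and *ZF3*, and 1 probe, A_84_P809363, had no matched gene. These were named after their values had been seen. Of the genes of Table 1, *ATCKX5* did not reach a mean ratio of 2, and AT4G30650 and *ATTSPO* did not pass the methods' t-test. With the deposited series matrix values, 50 probes passed the criterion, and between 4 and 23 did so when 1 array was left out. The lowest number was obtained without replicate 1 of SS and the highest without replicate 3 of SS.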

AGI, Arabidopsis Genome Initiative.

**Figure 2:**
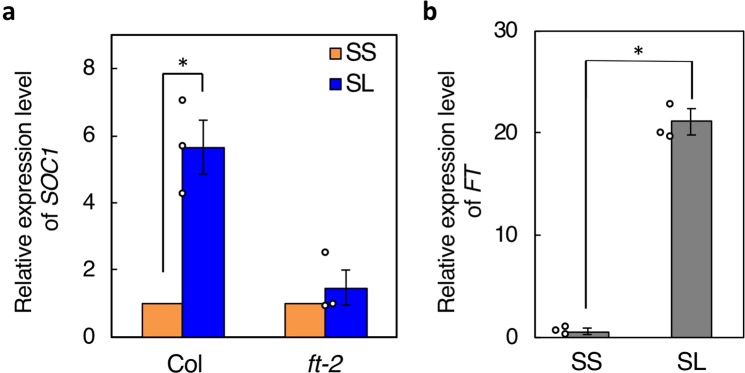
Expression of *SOC1* and *FT* (ZT16). (**a**) Quantitative reverse-transcription polymerase chain reaction (qRT-PCR) analysis of *SOC1* expression in guard cell protoplasts (GCPs) from Col and guard cell-enriched epidermal fragments from the *ft-2* mutant. Data are means of three independent experiments ± SE (two-sided Student’s *t*-test, *P = 0.004). Circles indicate individual values of three replicates. (**b**) qRT-PCR analysis of *FT* expression in GCPs from SS and SL plants. Experiments repeated on three occasions yielded similar results.

*SOC1* overexpression in guard cells enhances light-induced stomatal opening and increases expression levels of plasma membrane (PM) H^+^-ATPase isoforms^15^. Therefore, we analyzed the gene expression of GCPs isolated from SS and SL plants in the morning (ZT4) by RNA sequencing (RNA-seq) analysis (Supplementary Data 2), because light-induced stomatal opening is observed around ZT4 under growth conditions. The 21 genes including *SOC1* that showed a greater than 2-fold change in expression are listed in Supplementary Table 2. However, to our knowledge, these genes except for *SOC1* are not involved in stomatal opening and closing. We then analyzed the expression of genes involved in light-induced stomatal opening, which is mediated by several components including blue light receptors phototropin^3^, BLUS1^9^, BHP^12^, PP1 (TOPP and PRSL1)^10,11^, PM H^+^-ATPase^25,26^, K^+^ channels (KAT1, KAT2, and AKT1)^2,4^, and MYB60^24^ (Table 2). Interestingly, the expression levels of *BHP*, *AHA5*, and *AHA11* were repeatedly increased in GCPs from SL plants (Supplementary Fig. 4). In particular, we observed a marked increase in reads per million (RPM) of *AHA5*, which exhibited the second highest expression level among the *AHA* isoforms in the SS condition. We confirmed this finding using qRT-PCR (Supplementary Fig. 5). *AHA5* was significantly increased in the GCPs of SL plants. Given that increased expression of PM H^+^-ATPase in guard cells increases the magnitude of light-induced stomatal opening^27^, it is possible that LD-dependent enhancement of stomatal opening in SL plants is at least partly due to an increase in the expression level of *AHA5* in guard cells. Further research is needed to determine how *SOC1* induces PM H^+^-ATPase isoform expression in guard cells.

**Table 2:** Expression levels of genes related to light-induced stomatal opening.

AGI No.	Name	RPM in SS	RPM in SL	Fold Change (SL/SS)	FDR	*P* value
AT3G45780	*PHOT1*	110 ± 60.9	129 ± 50.0	1.16	1.00	0.536
AT5G58140	*PHOT2*	269 ± 130	300 ± 54.5	1.12	1.00	0.639
AT4G14480	*BLUS1*	26.5 ± 17.7	15.3 ± 3.39	0.58	1.00	0.064
AT4G18950	*BHP*	6743 ± 618	7537 ± 663	1.12	1.00	0.662
AT2G29400	*TOPP1*	54.8 ± 7.21	54.7 ± 5.86	1.00	1.00	0.977
AT5G59160	*TOPP2*	36.9 ± 9.20	37.2 ± 4.87	1.01	1.00	0.943
AT1G64040	*TOPP3*	135 ± 23.2	120 ± 13.3	0.88	1.00	0.560
AT2G39840	*TOPP4*	37.2 ± 7.15	36.0 ± 6.33	0.97	1.00	0.891
AT3G46820	*TOPP5*	18.7 ± 7.46	16.7 ± 6.15	0.89	1.00	0.685
AT5G43380	*TOPP6*	6.75 ± 5.26	3.32 ± 1.75	0.49	1.00	0.057
AT4G11240	*TOPP7*	24.8 ± 1.29	24.9 ± 0.32	1.00	1.00	0.935
AT5G27840	*TOPP8*	105 ± 18.3	96.9 ± 17.1	0.92	1.00	0.732
AT3G05580	*TOPP9*	153 ± 37.5	136 ± 22.4	0.89	1.00	0.594
AT4G40100	*PRSL1*	0 ± 0	0 ± 0	—	—	—
AT2G18960	*AHA1*	681 ± 385	592 ± 100	0.87	1.00	0.642
AT4G30190	*AHA2*	271 ± 12.3	232 ± 17.3	0.85	1.00	0.464
AT5G57350	*AHA3*	15.4 ± 10.5	16.2 ± 8.72	1.06	1.00	0.881
AT3G47950	*AHA4*	1.33 ± 0.49	1.21 ± 0.50	0.91	1.00	0.809
AT2G24520	*AHA5*	507 ± 26.0	584 ± 44.4	1.15	1.00	0.481
AT2G07560	*AHA6*	0.02 ± 0.04	0 ± 0	0	1.00	0.229
AT3G60330	*AHA7*	1.67 ± 0.37	1.39 ± 0.25	0.83	1.00	0.560
AT3G42640	*AHA8*	6.00 ± 2.96	4.61 ± 1.71	0.77	1.00	0.412
AT1G80660	*AHA9*	4.64 ± 2.77	5.05 ± 2.06	1.09	1.00	0.795
AT1G17260	*AHA10*	1.45 ± 0.30	1.60 ± 0.19	1.10	1.00	0.725
AT5G62670	*AHA11*	8.99 ± 3.65	11.1 ± 5.21	1.24	1.00	0.432
AT5G46240	*KAT1*	105 ± 79.0	74.8 ± 34.1	0.71	1.00	0.432
AT4G18290	*KAT2*	103 ± 23.5	101 ± 8.43	0.98	1.00	0.312
AT2G26650	*AKT1*	24.7 ± 5.77	20.5 ± 2.34	0.83 ± 0.08	1.00	0.382
AT1G08810	*MYB60*	177 ± 134	112 ± 51.0	0.63 ± 0.15	1.00	0.170

The actual read counts were normalized by TMM normalization and converted to reads per million (RPM). Data are means ± SD of three independent experiments from RNA sequencing analysis of GCPs isolated at ZT4. False discovery rate (FDR) and raw *p*-value (*P* value) are calculated with edgeR.

Next, we investigated whether LD-dependent enhancement of light-induced stomatal opening persists when the plants are returned to SD conditions. We transferred SL plants to LD conditions (SLL) or SD conditions (SLS) for 1 week (Fig. 1a). SLL plants still showed enhancement of light-induced stomatal opening. Surprisingly, SLS plants continued to exhibit enhanced light-induced stomatal opening (Fig. 3a). We then investigated *SOC1* expression levels in guard cell-enriched epidermal fragments from SSS, in which plants were grown under SD conditions for 6 weeks (Fig. 1a), SLL, and SLS plants using qRT-PCR. Consistent with the light-induced stomatal opening phenotype, *SOC1* expression was higher in both SLL and SLS plants than in SSS plants (Fig. 3b). In contrast, *FT* expression was lower in SLS plants (Fig. 3b). These results suggest that guard cells of SLS plants memorize *FT*-dependent enhancement of light-induced stomatal opening and *SOC1* expression under LD conditions for at least 1 week, even after returning to SD conditions.

**Figure 3:**
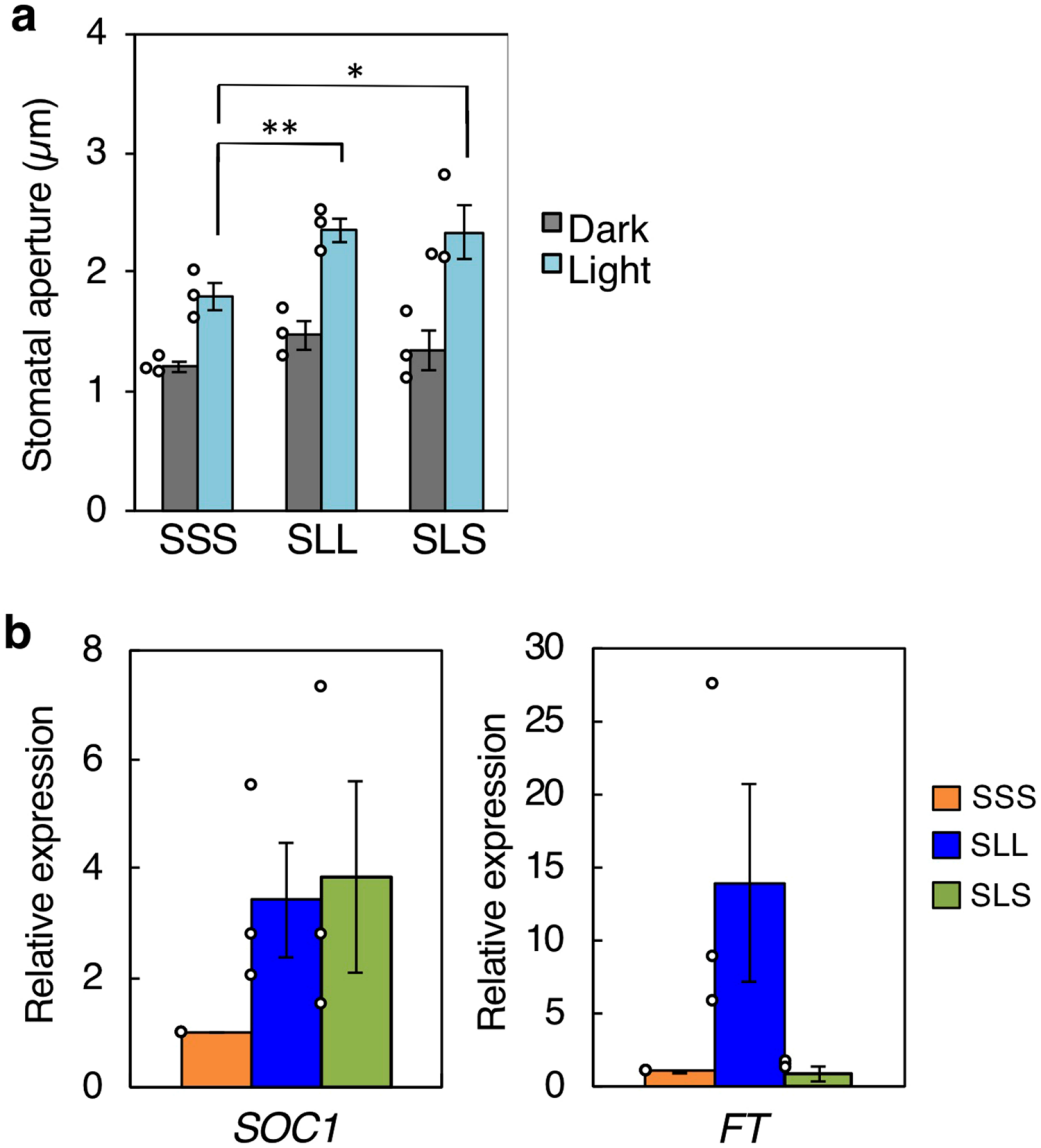
Light-induced stomatal opening and *SOC1* and *FT* expression under different conditions. (**a**) Light-induced stomatal opening in epidermis from SSS, SLL, and SLS plants. Data are means of three independent experiments ± SE (ANOVA, one-sided, *P = 0.0434, **P = 0.0400). Circles indicate means of 25 stomatal apertures from five epidermal fragments for each experiment. (**b**) qRT-PCR analysis of *SOC1* and *FT* expression in guard cell-enriched epidermal fragments from SSS, SLL, and SLS plants. Data are means of three independent experiments ± SE. Circles indicate exact values for each sample.

Epigenetic regulation is important for plant acclimation to environmental stresses and signals^28,29^, and trimethylation of lysine 4 on histone H3 (H3K4) and acetylation of lysine 9 on H3 (H3K9) are important for the upregulation of gene expressions in response to drought stress and vernalization in plants^30–32^. Therefore, we investigated the status of H3K4 trimethylation and H3K9 acetylation on *SOC1* by chromatin immunoprecipitation (ChIP)-qPCR in GCPs from Col SS and SL plants (Fig. 4a). In SL plants, H3K4 trimethylation on *SOC1* was increased; however, H3K9 acetylation was unchanged. Furthermore, the *ft-2* mutant did not exhibit LD-dependent enhancement of H3K4 trimethylation on *SOC1* in guard cell-enriched epidermal fragments from the *ft-2* mutant (Fig. 4b). These results indicate that LD conditions induce H3K4 trimethylation on *SOC1* in guard cells, and that this modification is mediated by *FT*.

**Figure 4:**
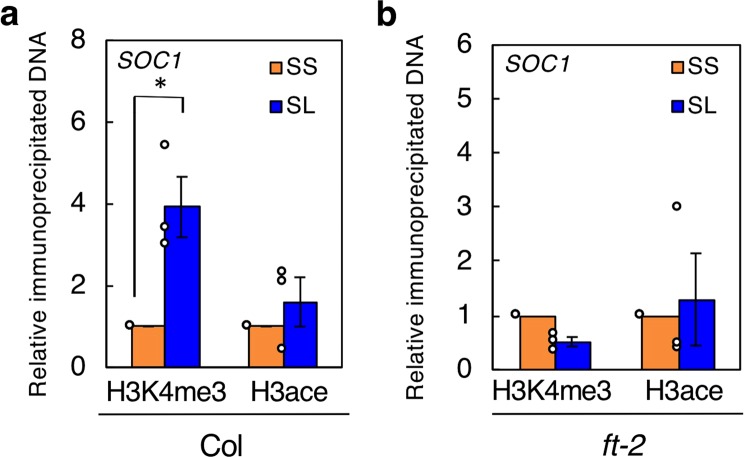
ChIP-qPCR analysis of *SOC1*. (**a**) ChIP-qPCR using GCPs from Col SS and SL plants. H3K4me3: ChIP using anti-histone H3 (trimethyl K4) antibody. H3ace: ChIP using anti-acetyl-histone H3 antibody. Data are means of three independent experiments ± SE (two-sided Student’s *t*-test, *P = 0.017). Circles indicate exact values for each sample. (**b**) ChIP-qPCR using guard cell-enriched epidermal fragments from *ft-2* SS and SL plants. Primer pairs used for ChIP-qPCR cover 3–177 bp of the *SOC1* coding region (Supplementary Table 3). Data are means of three independent experiments ± SE. Circles indicate exact values for each sample.

Long-day plants such as *A. thaliana* initiate floral induction under LD conditions^33^. The results of the current study clearly indicate that stomata open more widely in response to light via *FT* in plants grown under LD conditions than under SD conditions (Fig. 1b–d). We previously showed that enhanced light-induced stomatal opening induces increased photosynthesis and plant growth using transgenic Arabidopsis plants overexpressing PM H^+^-ATPase in guard cells^27^. Together, these results suggest that the enhancement of light-induced stomatal opening by LD conditions may be beneficial to plants in the reproductive phase through providing much energy and nutrient supplied by increased photosynthesis and transpiration. It would be interesting to determine whether SD conditions enhance light-induced stomatal opening in short-day plants such as rice.

The transfer of plants to LD conditions for 2 weeks enhanced light-induced stomatal opening, *FT* expression, which altered H3K4 trimethylation on *SOC1*, and *SOC1* expression in guard cells. Even when plants were transferred to SD conditions, the enhanced light-induced stomatal opening and *SOC1* expression in guard cells were irreversibly retained for at least 1 week. We call this phenomenon “LD memory” (Fig. 5). These results suggest that H3K4 trimethylation on *SOC1* in response to LD conditions is likely to lead to LD memory and enhanced *SOC1* expression. However, it remains unclear whether *FT*-dependent H3K4 trimethylation on *SOC1* is required to enhance *SOC1* expression and light-induced stomatal opening. Further study is required to clarify the relationship between H3K4 trimethylation on *SOC1* and the enhancement of light-induced stomatal opening. It has been demonstrated that temperature has a significant effect on *FT* expression, and that the bHLH transcription factor PHYTOCHROME INTERACTING FACTOR 4 (PIF4) mediates temperature-dependent *FT* expression^34,35^. Therefore, it is possible that H3K4 trimethylation on *SOC1* is an important mechanism to ensure a stable response under unstable temperature conditions.

**Figure 5:**
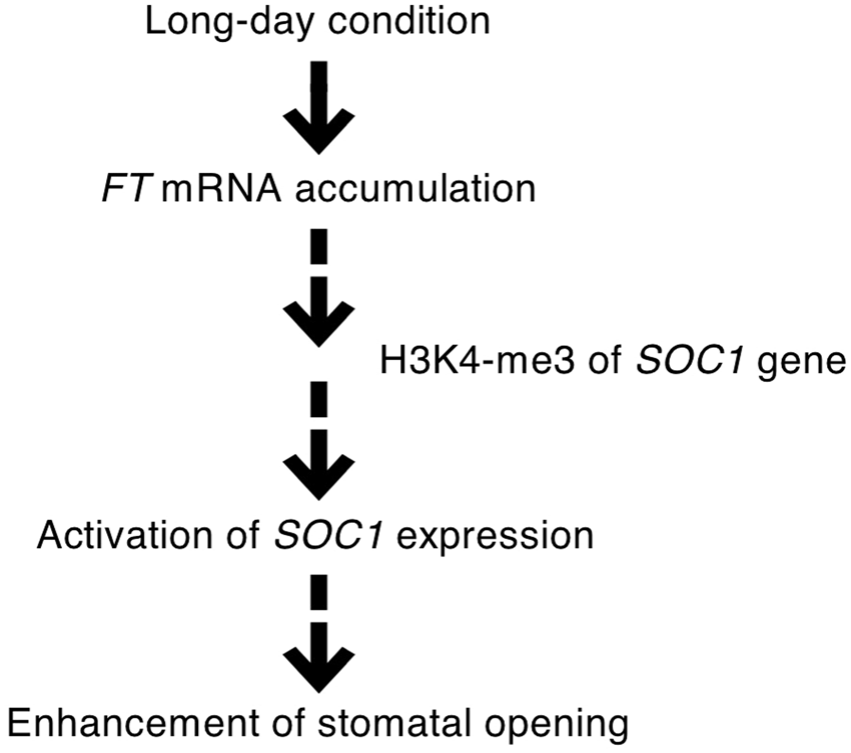
Hypothetical model of stomatal regulation under LD conditions.

In conclusion, we demonstrated that photoperiod is an important environmental cue that regulates stomatal opening. LD conditions enhanced light-induced stomatal opening and epigenetic modification (H3K4 trimethylation) around *SOC1*, a positive regulator of stomatal opening, via *FT* in *A. thaliana* guard cells. Our results provide novel insights for studies of stomatal physiology and photoperiodic flowering physiology in shoot apical meristem. Further research is required to clarify how *FT* induces H3K4 trimethylation on *SOC1* and the physiological significance of LD-dependent enhancement of light-induced stomatal opening and plant LD memory.

## Methods

### Plant materials and growth conditions

*A. thaliana gl1* [Columbia (Col), carrying the homozygous recessive *gl1* gene] and Col were used as the wild type. The background ecotype of *ft-2* is Col (introgressed)^36^. Arabidopsis seeds in water were incubated at 4 °C for three days and sown directly on surface of the soil. Plants were grown in soil in a growth chamber (CLE-303, TOMY) as shown in Fig. 1a. SD conditions: white light for 8 h (100 µmol m^−2^ s^−1^)/darkness for 16 h at 22–24 °C in 50–70% relative humidity. LD conditions: white light for 16 h (41 µmol m^−2^ s^−1^)/darkness for 8 h at 22–24 °C in 50–70% relative humidity. We used different light intensities for SD and LD conditions because these were the optimal conditions to obtain plants of the same size under the specified photoperiods.

### Isolation of GCPs and epidermal fragments

GCPs and guard cell-enriched epidermal fragments were isolated from mature rosette leaves as previously described^12^.

### Stomatal aperture measurements

Epidermal fragments isolated from dark-adapted plants in a basal buffer (5 mM MES-BTP [pH 6.5], 50 mM KCl, and 0.1 mM CaCl_2_) were illuminated with blue light at 10 µmol m^−2^ s^−1^ superimposed on a background red light at 50 µmol m^−2^ s^−1^ at room temperature for 3 h^3^. In each independent experiment, we measured 25 stomatal apertures in the abaxial epidermis (5 stomata per epidermal fragment) using a microscope. All data represent means of three independent experiments with standard error (SE). Light-emitting photodiodes (ISL-150 × 150-RB, CCS) were used as red and blue light sources for measurement of stomatal opening. A quantum meter LI-250 (LI-COR) was used for determination of photon flux densities.

### Gas exchange measurements

Gas-exchange measurements were performed using the LI-6400XT system (LI-COR) according to a previously described method^27^. Briefly, mature leaves from *A. thaliana* plants were clamped in a standard LI-6400 chamber and illuminated from the adaxial side with white light at 150 µmol m^−2^ s^−1^ by a fiber optic illuminator with a halogen projector lamp (15 V/150 W) (Moritex) as a light source. Flow rate, leaf temperature, relative humidity, and ambient CO_2_ concentration were kept constant at 500 µmol s^−1^, 24 °C, 30–40%, and 400 µL L^−1^, respectively. Maximal stomatal conductance was calculated as the average conductance from 100 to 120 min after the start of light illumination.

### Microarray and RNA-seq analyses

RNA samples were isolated from GCPs of SS and SL plants at ZT16 using an RNeasy Plant Mini Kit (Qiagen). Labeling for each RNA (50 µg) was carried out with LIQA or LIQA WT (Agilent), according to the supplier’s protocol. We hybridized 1.65 µg of cRNA using the Arabidopsis Oligo 44 K DNA microarray chip (ver. 4.0, Agilent) at 65 °C for 17 h. Signals were scanned and normalized using the Features extraction software (Agilent). Data normalization was performed using the *limma* package in R software^37^.

For RNA-seq analysis, total RNA was extracted from GCPs collected from SS and SL plants at ZT4 using a TRIzol Plus RNA Purification Kit (Thermo Fisher Scientific). Complementary DNA libraries were constructed using a TruSeq RNA Sample Prep Kit v. 2 (Illumina) and sequenced using a NextSeq 500 system (Illumina). Base calling of sequence reads was performed using the NextSeq 500 pipeline software. Only high quality sequence reads (50 continuous nucleotides with quality values > 25) were used for mapping. Reads were mapped to Arabidopsis TAIR10 transcripts using Bowtie software^38^. Experiments were repeated three times separately. We obtained 12.6–16.9 million sequence reads per experiment. Normalization of read counts and statistical analysis were performed using the EdgeR package^39,40^. EdgeR was conducted by web tool Degust Ver. 3.1.0 (http://degust.erc.monash.edu). Obtained RPM values were further analyzed using Excel. To find up-regulated genes, low expression genes (cut-off: RPM < 3) were excluded and the genes that showed a greater than 2-fold change were filtered (Supplementary Table 2).

### qRT-PCR analysis

Total RNAs extracted from GCPs and guard cell-enriched epidermal fragments were used for RT-PCR analysis as previously described^13,14^ using the primer pairs listed in Supplementary Table 3.

### ChIP-qPCR analysis

ChIP was performed using anti-histone H3 (tri methyl K4) antibody (Abcam) and anti-acetyl-histone H3 antibody (Millipore). The amount of immunoprecipitated chromatin was determined by qPCR analysis as previously described^41^. The primer pairs used for ChIP-qPCR covered 3–177 bp of the *SOC1* coding region (Supplementary Table 3).

## Supplementary information

Supplementary information

Dataset 1

Dataset2

## Data Availability

RNAseq data that support the findings of this work have been deposited in the DNA Data Bank of Japan (DDBJ) under accession number DRA006227. Microarray data have been deposited in the Gene Expression Omnibus under accession number GSE104436.

# Supplementary material for: Regulation of stomatal opening and histone modification by photoperiod in Arabidopsis thaliana
**Source:** Sci Rep. 2019 Jul 22;9:10054. doi: 10.1038/s41598-019-46440-0
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

### Regulation of stomatal opening and histone modification by photoperiod in *Arabidopsis thaliana*

**Saya Aoki<sup>1,6†</sup>, Shigeo Toh<sup>1,7†</sup>, Norihito Nakamichi<sup>2</sup>, Yuki Hayashi<sup>1</sup>, Yin Wang<sup>3</sup>, Takamasa Suzuki<sup>4</sup>, Hiroyuki Tsuji<sup>5</sup>, Toshinori Kinoshita<sup>1,2\*</sup>**

†These authors contributed equally to this work.

**a**

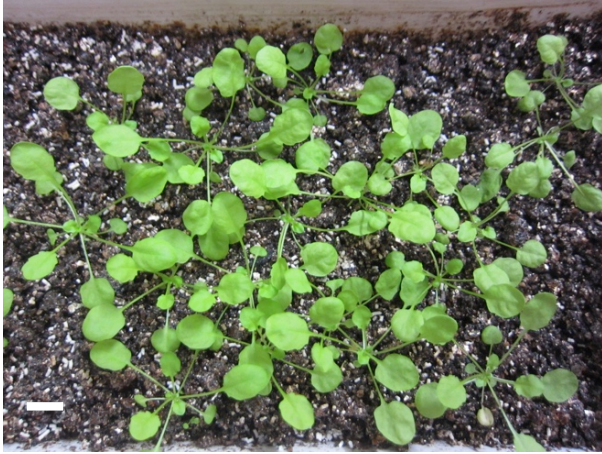

**b**

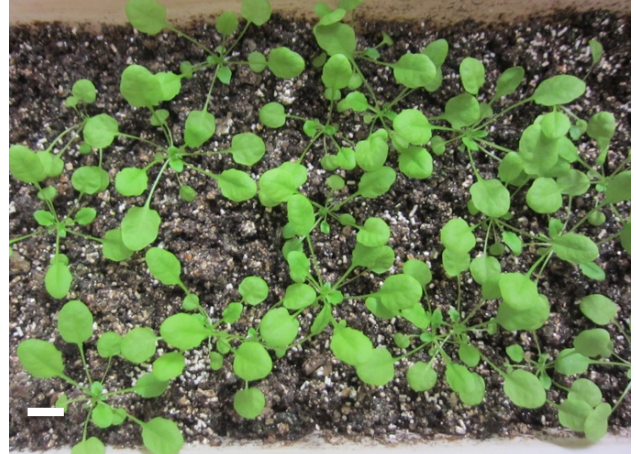

**Supplementary Figure 1. Plant phenotypes grown under different conditions. a)** Plants were grown under short-day (SD) conditions for 3 weeks, and then transferred to SD conditions for 2 weeks (SS). **b)** Plants were grown under SD conditions for 3 weeks, and then transferred to long-day (LD) conditions for 2 weeks (SL). Bars indicate 1 cm.

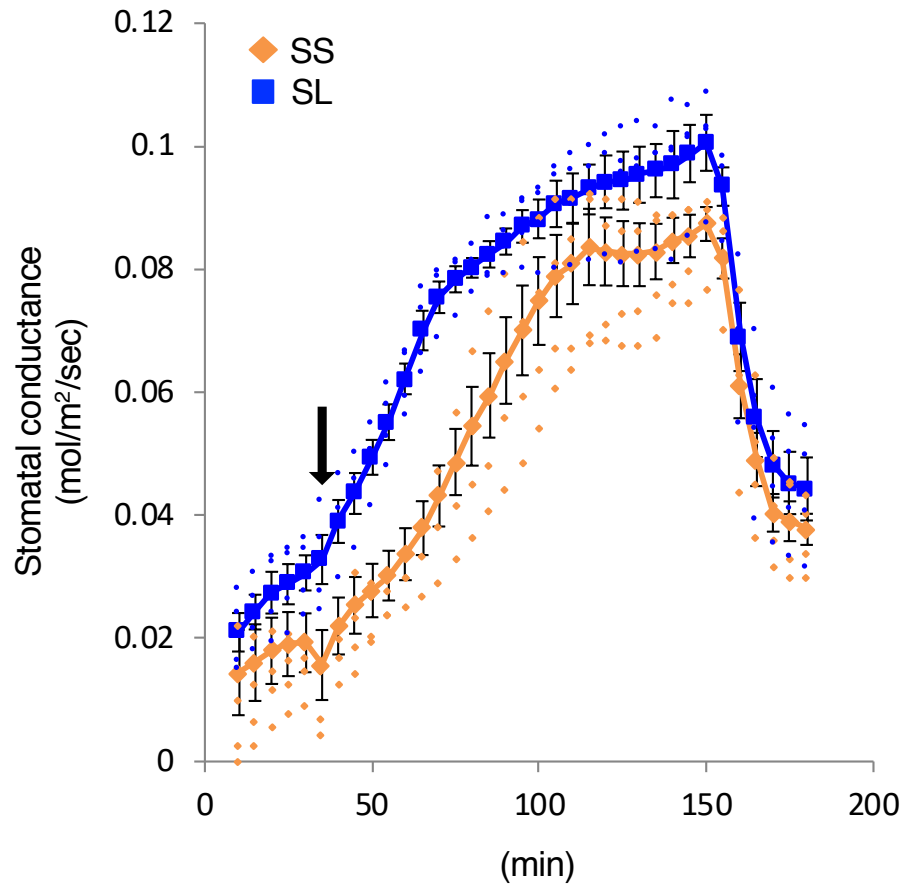

**Supplementary Figure 2. Time course of light-induced increase of stomatal conductance in SS and SL plants.** Data are means of four measurements in SS and SL plants  $\pm$  SE. Fig. 1c was obtained from this figure. Arrow indicates start of light illumination. Circles indicate exact values for each sample.

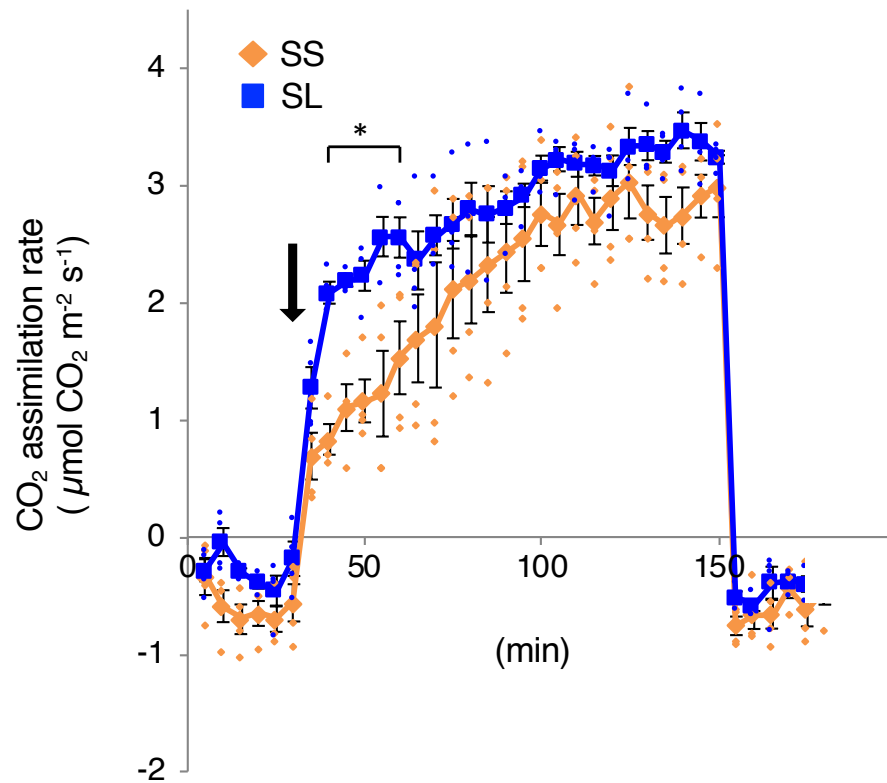

**Supplementary Figure 3. Photosynthetic activity in SS and SL plants.** Time course of CO<sub>2</sub> assimilation in SS and SL plants. Data are means of four measurements in SS and SL plants  $\pm$  SE (two-sided Student's *t*-test, \**P* < 0.05 ). Arrow indicates start of light illumination. Circles indicate exact values for each sample.

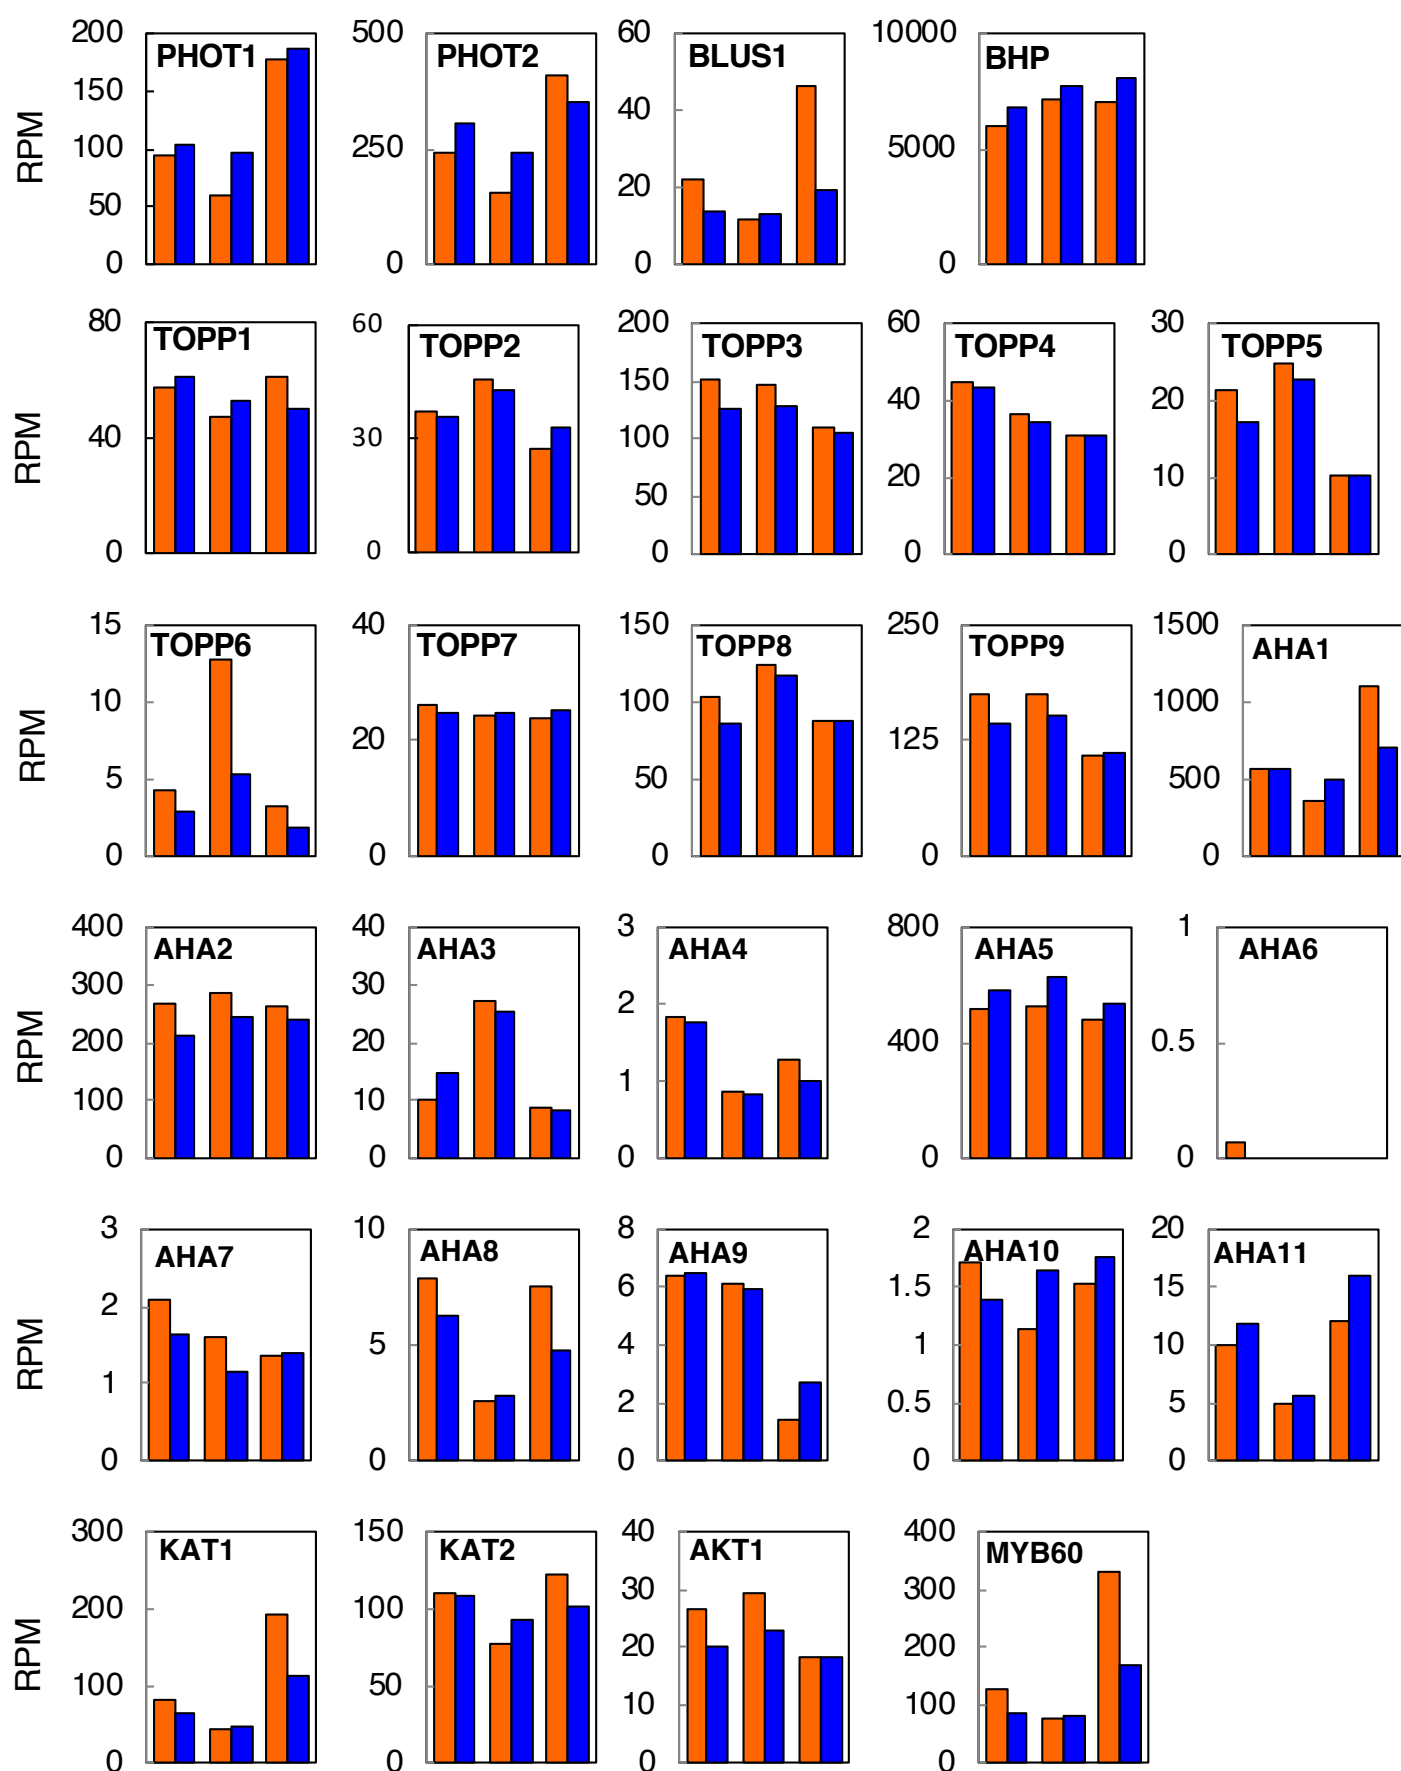

**Supplementary Figure 4. Individual RPM values of genes listed in Table 2.** The bar graphs show the individual RPM values of three biological replicates that are used for means listed in Table 2.

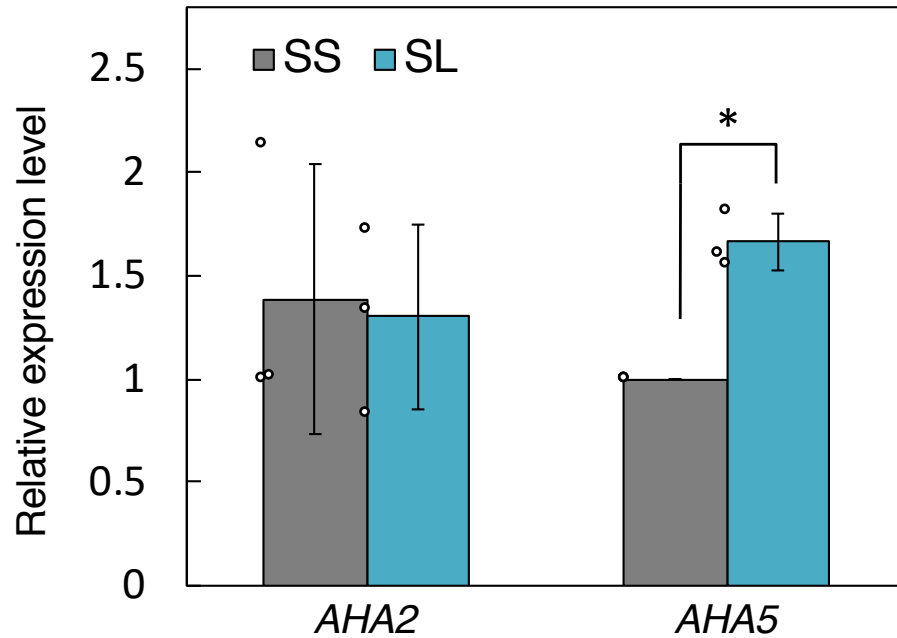

**Supplementary Figure 5. Expression levels of plasma membrane H<sup>+</sup>-ATPase isoforms (*AHA2* and *AHA5*).** Quantitative reverse-transcription polymerase chain reaction (qRT-PCR) analysis of *AHA2* and *AHA5* expression in guard cell protoplasts (GCPs) collected at ZT4 from SS and SL plants. Data are means of three independent experiments  $\pm$  SD. Circles indicate exact values for each sample. Asterisks indicate statistical significance (two-sided Student's *t*-test, \**P* = 0.001).

**Supplementary Table 1. Stomatal density and leaf area in SS and SL plants**

|    | Density<br>(number of<br>stomata per<br>mm <sup>2</sup> ) | SD    | Leaf area<br>(cm <sup>2</sup> ) | SD     |
|----|-----------------------------------------------------------|-------|---------------------------------|--------|
| SS | 91.9                                                      | ± 9.4 | 1.5                             | ± 0.35 |
| SL | 100.5                                                     | ± 7.2 | 1.4                             | ± 0.31 |

Plants were grown under short-day (SD) conditions for 3 weeks, and then transferred to separate SD conditions for 2 weeks (SS) or to long-day (LD) conditions for 2 weeks (SL). Stomatal density was counted from replicas of abaxial epidermis from mature leaves using varnish. Data represent means of densities in 5 different positions with SD (Student's t test, two-sided,  $P = 0.13$ ). Leaf area was measured from scan image. Data represent means of leaf area in 18 individual plants (Student's t test, two-sided,  $P = 0.38$ ).

**Supplementary Table 2. Up-regulated genes in RNAseq analysis of GCPs (ZT4)**

| AGI No.   | Name                         | RPM in SS   | RPM in SL   | Fold Change<br>(SL/SS) | FDR   | <i>P</i> value |
|-----------|------------------------------|-------------|-------------|------------------------|-------|----------------|
| AT1G01060 | <i>LHY</i>                   | 13.7 ± 11.3 | 63.5 ± 45.5 | 4.64                   | 0.320 | 0.000          |
| AT3G09600 | <i>RVE8</i>                  | 12.1 ± 7.97 | 43.9 ± 20.2 | 3.63                   | 0.320 | 0.000          |
| AT5G60910 | <i>FUL</i>                   | 4.62 ± 1.36 | 13.0 ± 2.95 | 2.82                   | 0.320 | 0.000          |
| AT1G32900 | <i>GBSS1</i>                 | 3.11 ± 1.27 | 7.38 ± 7.03 | 2.37                   | 1.00  | 0.028          |
| AT1G53560 | <i>Ribosomal<br/>protein</i> | 5.61 ± 0.31 | 11.4 ± 2.71 | 2.04                   | 1.00  | 0.001          |
| AT1G64500 | <i>THRUMIN1</i>              | 6.73 ± 5.82 | 15.8 ± 8.16 | 2.34                   | 1.00  | 0.019          |
| AT1G73190 | <i>TIP3;1</i>                | 4.24 ± 2.31 | 9.46 ± 5.72 | 2.23                   | 1.00  | 0.014          |
| AT2G45660 | <i>SOC1</i>                  | 8.33 ± 7.93 | 23.0 ± 14.3 | 2.76                   | 1.00  | 0.010          |
| AT2G46830 | <i>CCA1</i>                  | 80.3 ± 74.9 | 194 ± 145   | 2.42                   | 1.00  | 0.027          |
| AT3G15354 | <i>SPA3</i>                  | 26.3 ± 20.0 | 54.4 ± 23.9 | 2.07                   | 1.00  | 0.022          |
| AT3G22840 | <i>ELIP1</i>                 | 26.6 ± 28.3 | 95.1 ± 115  | 3.58                   | 1.00  | 0.016          |
| AT3G26790 | <i>FUS3</i>                  | 8.93 ± 1.69 | 21.8 ± 10.1 | 2.44                   | 1.00  | 0.000          |
| AT3G54500 | <i>LNK2</i>                  | 160 ± 81.4  | 390 ± 121   | 2.43                   | 1.00  | 0.001          |
| AT4G08950 | <i>EXORDIUM</i>              | 58.5 ± 16.7 | 121 ± 50.8  | 2.06                   | 1.00  | 0.002          |
| AT4G10250 | <i>ATHSP22.0</i>             | 16.5 ± 7.87 | 33.8 ± 29.9 | 2.05                   | 1.00  | 0.041          |
| AT4G15430 | <i>Unknown</i>               | 9.14 ± 7.86 | 24.4 ± 19.6 | 2.67                   | 1.00  | 0.014          |
| AT4G38960 | <i>BBX19</i>                 | 8.31 ± 5.31 | 18.7 ± 9.98 | 2.25                   | 1.00  | 0.014          |
| AT5G15950 | <i>SAMDC2</i>                | 8.53 ± 1.50 | 19.9 ± 8.99 | 2.33                   | 1.00  | 0.001          |
| AT5G18670 | <i>BAM9</i>                  | 10.8 ± 3.18 | 23.0 ± 12.7 | 2.14                   | 1.00  | 0.007          |
| AT5G37260 | <i>RVE2</i>                  | 26.0 ± 6.58 | 54.2 ± 11.6 | 2.09                   | 1.00  | 0.001          |
| AT5G42760 | <i>Unknown</i>               | 3.12 ± 2.80 | 10.9 ± 7.50 | 3.49                   | 1.00  | 0.002          |

GCPs from SS and SL plants were used for analysis. The actual read counts were normalized by TMM normalization and converted to reads per million (RPM). Data represent means of three independent experiments with SD. False discovery rate (FDR) and raw *p*-value (*P* value) are calculated with edgeR.

**Supplementary Table 3. List of primers**

| qRT-PCR     |    |                               |
|-------------|----|-------------------------------|
| <i>SOC1</i> | Fw | CGAGAAGCTCTCTGAAAAGTGGGG      |
| <i>SOC1</i> | Rv | GGGCTACTCTCTTCATCACCTCTTCC    |
| <i>FT</i>   | Fw | GAACTTCTATACTTTGGTTATGGTGGATC |
| <i>FT</i>   | Rv | CACAATCTCATTGCCAAAGGTTG       |
| <i>AHA2</i> | Fw | GCTTTGACTTACATTGACGGCAG       |
| <i>AHA2</i> | Rv | CAACAAATTCCCATGGCG            |
| <i>AHA5</i> | Fw | CATAGCTCAGCTGGTGGCG           |
| <i>AHA5</i> | Rv | TCCACTCAAAACATAGCGGATTC       |
| <i>TUB2</i> | Fw | GCGAGTTGCGGTAGATTCGT          |
| <i>TUB2</i> | Rv | TCCCAGGCTCCAAATCCA            |
| ChIP-qPCR   |    |                               |
| <i>SOC1</i> | Fw | GTGAGGGGGCAAACTCAGATG         |
| <i>SOC1</i> | Rv | GCTGGCGAATTCATAAAGTTTGCC      |

How the deposited data were processed for this re-analysis (not part of the article)

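Gene expression was measured in GCPs from SS and SL plants, with 3 arrays of each group. Samples were grouped by their labels and by the paper's description of SS and SL. For the time of isolation, the labels and the paper differ for SS (ZT8 and ZT16), and the paper's value was used.

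The authors scanned the arrays in a single colour and extracted the spots with Agilent Feature Extraction 11.5.1.1. The deposited intensity values are, for each spot, the median pixel intensity, the median of the local background, and a processed intensity from which the software had subtracted the background. None of them was normalized between arrays. The deposited series matrix holds the same processed intensity values. The paper's text names limma for the normalization but not the method within it. Supplementary Data 1 was used to choose quantile normalization and the offset. Of its 25063 lines, 1302 were at hand. Of these, at least 537 values were shared exactly between arrays of one slide, as quantile normalization by slide gives, and at most 7 between slides, and the lowest is 50.55, as an offset of 50 gives. The main setting was normexp with an offset of 50 and quantile normalization over all 6 arrays. Quantile normalization by slide, to which the shared values point, was run only as an alternative. Both were run in R 4.3.3 with limma 3.58.1.

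Control spots and spots with an outlier flag (between 3 and 7 per array) were left out, and spots of one probe were averaged. A probe was kept if it was well above background on all 3 arrays of at least 1 group, which held for 28852 of 43603 probes. Of all probes, 34348 (78.8%) could be matched to a gene by the identifiers in the files and a RefSeq table, and the others are given by the probe's name. The array files name TAIR10 and the table another assembly, so no coordinates are given. A gene with several probes is represented by its brightest probe. The depth of an array is given by its probes well above background, which numbered between 28468 and 30826 and were fewest in SL replicate 2.

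The main comparison was a limma fit of log2 signals without a block, with moderated tests and Benjamini-Hochberg adjustment over all probes kept. Fits with the replicate number and with the slide as a block, the methods' t-test on linear signals, other background corrections, normalizations and filters, and leaving out each array in turn were alternatives. For single genes, exact permutation tests were used. The smallest p is 0.1 for 3 arrays against 3 and 0.25 for 3 pairs. The study's fold change, the mean SL/SS ratio over 3 same-numbered pairs, was computed in the same way. Lists of genes were tested with camera at its preset correlation of 0.01, with an estimated correlation and with fry. Over simulated data based on these arrays with 200 changed probes, the fit without the block called 79 (39.5%) with 0 false calls, and the fit with the block called 128 (64%) with 2 false calls among 130. Camera, run there with the block on lists of randomly drawn probes, called the 1 shifted list and 0 of 10 unchanged lists. The simulated errors were independent between probes, so this cannot show how often camera falsely calls lists of correlated genes.

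The replicate numbers pair the samples. The description of the series gives an independent plant batch for each experiment, and the deviations of same-numbered SS and SL arrays from their group means correlated, across probes, at 0.71, 0.855 and 0.739 for replicates 1 to 3. Correlations between differently numbered SS and SL arrays lay between -0.58 and -0.161. The deviations of a group cancel at each probe, so positive correlations in the pairs by themselves make the others negative on average. Probes are not independent replicates, so these values only describe the arrays.

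All samples, tests and lists of genes named here were chosen before the data were examined, apart from the light-harvesting and carbon fixation genes. The alternatives were also chosen before, except those stated to have been added. So was the rule for the genes named in the text, which took the genes of Table 1, *FT*, genes of stomatal opening that the paper names for GCPs, and up to 5 probes per direction with the largest log2 fold change among those called and moving the same way in all 3 pairs. As the fit without the block called 0 probes, these were taken from the fit with the block. The RNA-seq, qRT-PCR and ChIP data of the paper were not analysed here.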

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

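The tests against normalization, the test with genes of carbon fixation, the second use of dark-induced genes for the morning clock genes, the block without a pair and the comparison of the study's criterion with other splits of the arrays were chosen only after the results had been seen, whereas the tests of the abundant photosynthesis genes and of the clock lists by dark-induced genes were set before.

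Genes of the light-harvesting complexes, which the paper does not discuss, were lower in SL. As a family they were not among the lists of genes set before the data were examined. Over 18 genes of this family the median log2 fold change was -1.12, against 0.00935 over all genes, and all 18 were lower in all 3 pairs (17 of 18 when the arrays were scaled to their 75th percentile). With the replicate block, limma called 58 of their 65 probes as lower and 0 as higher, but without the block 0 probes were called. The 58 calls cannot hold under each setting with the block. Over all probes, it called 37 as lower with normexp scaled to the 75th percentile, 46 without the pair of replicate 1 and 0 without that of replicate 2. Under the other settings it called 432, 776 and 1243 as lower. Several of the light-harvesting genes are near-identical, and their probes may bind each other's transcripts, so that the number of independent genes is smaller. The values argue against the normalization between arrays, since over 7 normalizations the median of the family was at most -0.97. A lower share of mesophyll RNA in the protoplasts of SL plants stays open. Abundant genes of carbon fixation and photorespiration were also lower, with a median of -0.60 over 16 genes and 12 of them lower in all 3 pairs. Against an equal fall of all mesophyll transcripts, *CA1* rose by 0.345 in all 3 pairs, and *GLDP1*, of the carbon fixation and photorespiration list, by 0.25 in all 3 pairs (not in all 3 with the processed intensity scaled to the 75th percentile). These are 2 genes, and guard cells express genes of photosynthesis too, so that mesophyll RNA and a change within guard cells cannot be told apart. Guard cell genes gave a median of -0.11, between -0.115 and 0.06 over the normalizations. It lay between -0.29 (without SS replicate 2) and 0.10 (without SS replicate 3) with 1 array left out, and camera called the list as lower with the block and without the pair of replicate 2 (median -0.21, adjusted p = 0.0231). The photoperiod, and the light intensity that changed with it, were not tested separately.

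Morning clock genes, which the paper lists only in part and for ZT4, were lower in SL on these arrays, with a median log2 fold change of -0.88 over 10 genes and 9 of them lower in all 3 pairs. The median was at most -0.82 over 7 normalizations, which argues against the normalization as its source. Without SL replicate 1 the median was -0.56. Isolation of SS protoplasts at ZT8, as the labels state, stays open. It would leave dark-induced genes no higher in SS than in SL, and 8 h of darkness would raise them in SS. Their median log2 fold change (SL minus SS) was -0.229 over 10 genes, of which 4 were lower and 2 higher in all 3 pairs, and camera did not call the list (adjusted p = 0.435). This value depended on single arrays. Without SS replicate 2 the median was -0.32 and camera called the list (adjusted p = 0.0467). It also did so with the block and without the pair of replicate 1 (adjusted p = 0.0392). The median was lowest without SL replicate 3, at -0.42, where camera did not call the list (adjusted p = 0.107). It was -0.12 without SL replicate 1, 0.09 without SS replicate 3 and 0.08 without SL replicate 2. Both times of isolation thus cannot be told apart. Because the same test value, -0.229, applies to the clock lists as a whole, it leaves them open as well. A shift of the clock with photoperiod is a further, untested explanation, which the design does not separate from the time of isolation.

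More probes were lower than higher in SL by the study's criterion. With the ratio turned to SS/SL, 53 probes passed it, against 11 that were higher in SL. This mirrored count was not planned, and with a mean SL/SS ratio under 0.5 in its place the number was 44. Of the 53 probes, 29 were of light-harvesting genes, 18 were of other genes and 6 had no matched gene. Several genes had more than 1 of these probes. Counted by matched genes, 25 were lower in SL against 9 higher, so the excess was smaller than by probes. The excess depended on single arrays. It was 33 lower against 18 higher probes without SL replicate 2, 55 against 23 without SS replicate 3 and 54 against 4 without SS replicate 1, and lower probes outnumbered higher ones with each array left out. With all arrays, lower probes outnumbered higher ones by a ratio of at least 2.75 over 7 normalizations, so that the normalization does not account for the presence of an excess, although its size changed. Of the 4 splits of the arrays that part the same-numbered pairs, 1, the real one, gave as many as the 64 probes in both directions, and the others gave 0. With 4 splits, chance cannot be excluded. The explanations left open for the light-harvesting genes apply to their part of the 53 probes.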

How the results depend on the processing

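The combinations of the replicate block with other normalizations or with a pair left out, the less strict background flag for *FT* and all settings for probes lower in SL were chosen after seeing the data.

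Limma without the replicate block called 0 probes under each normalization, background correction and filter tried, with the slide as a block (1539 probes with an unadjusted p under 0.05) and with each array left out. With the replicate block it called 1297 probes, of which 70.2% were lower in SL. The block with other normalizations called 561 (processed intensity scaled to the 75th percentile, 77% lower), 47 (normexp scaled to the 75th percentile, 78.7% lower) and 1091 (quantile normalization by slide). Without 1 pair it called between 0 and 2345, the lowest without replicate 2 and the highest without replicate 3, where 53% were lower. The cause was not tested. In the simulation, the share of unchanged probes with p under 0.05 was 0.468% without the block and 5.66% with it.

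The log2 fold change of *SOC1* lay between 1.86 and 2.75 over all settings, between 1.86 and 2.38 with 1 array left out. Its adjusted p from limma was 0.252 to 1 without the block. With the replicate block it was 0.00489 (log2 fold change 2.06), and with the block and the other normalizations, in the order above, 0.0348 (2.71), 0.0209 (2.02) and 0.00677 (2.03). With the block and 1 pair left out it was between 0.00395 and 0.116, the highest without replicate 2. Of the 8 genes of Table 1, the block with the other normalizations called 6, 2 and 8 in the same order, and 2, 0 and 8 without the pair of replicate 1, 2 and 3.

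The number of Table 1 genes above 2-fold was 6 to 8 over the settings with all arrays and 4 to 7 with 1 array left out, the lowest without replicate 1 of SS or of SL. The number of probes passing the study's criterion was 10 to 16 under 6 settings and rose to 48 (processed intensity scaled to the 75th percentile), 20 (normexp with an offset of 0) and 50 (deposited series matrix values, quantile normalized). With 1 array left out it was 4 to 23. The cause of these differences was not tested. The mirrored number, lower in SL, was 44 to 154 with all arrays.

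Of 10 gene lists, between 3 and 6 were called over all settings by camera at its preset correlation. At this correlation, the lists of Table 1, of morning clock genes and of abundant photosynthesis genes were called under each setting. Under an estimated correlation without the block, the morning clock (adjusted p = 0.143) and photosynthesis lists (adjusted p = 0.149) were not called by camera. With the replicate block the floral list was not called (adjusted p = 0.195), and the block changed no other call by camera at the preset correlation. Under fry with the block, the Table 1, floral, morning clock and photosynthesis lists were called (adjusted p = 0.0106 for each), and under an estimated correlation with the block 0 lists were. Without 1 array, 3 lists were called when SS replicate 3, SL replicate 1 or SL replicate 3 was left out, and 6 without SS replicate 1.

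*FT* had 0 spots of 12 well above background and 6 of 12 by the less strict flag. No fold change of *FT* is given under the normalization, filter and test alternatives. Its probes did not pass the filters on dim probes, and without a filter they entered the fit, but a fold change between groups that are both not well above background is not reported. Normexp on mean in place of median intensities was not run, as the values at hand hold no mean intensity. Signal over background limited the comparison to genes such as *SOC1* and left genes as weak as *FT* without a fold change.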

Differences from the paper's values

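No test in this part was added after the result was seen, except the replicate block for single genes of Table 1 where stated. The mean signals and fold changes of all 8 genes of Table 1 were within 1.5 times of the paper's. Each differed by less than the larger of the SD here and the paper's stated error, except the signal of *CCOAMT* in SS, which was 378 here against the paper's 328 ± 42. The legend of Table 1 does not name these errors, and Supplementary Data 1 gives those of *ATCKX5* as SE. P values by the methods' t-test differed by more than 1.5 times for 7 of the 8 genes.

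For *SOC1*, the paper's P is 0.012 and the methods' t-test gave 0.0194 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. The same held for *ATTSPO*, where the paper's P is 0.037 and the value here was 0.108. For *ATRALF1*, the paper's P is 0.022 and the value here was 0.0125. It came within 1.5 times of the paper's without SS replicate 3 (0.0318) and without SL replicate 3 (0.0284), and under no other setting. For AT4G30650, the paper's P is 0.024 and the value here was 0.055. The processed intensity scaled to the 75th percentile (0.0293) and leaving out SL replicate 2 (0.0231) came within 1.5 times of it, and no other setting did. For *CCOAMT*, the paper's P is 0.043 and the value here was 0.0113. Leaving out SS replicate 1 (0.0431), SS replicate 2 (0.0435), SS replicate 3 (0.0335) or SL replicate 2 (0.0439) came within 1.5 times of it, and no other setting did. For *ATSUC1*, the paper's P is 0.001 and the value here was 0.00659. Leaving out SL replicate 1 (0.000988) came within 1.5 times of it, and no other setting did. For *ATCKX5*, the paper's P is 0.039 and the value here was 0.011. Leaving out SS replicate 1 (0.0368), SS replicate 2 (0.043), SL replicate 2 (0.0421) or SL replicate 3 (0.0425) came within 1.5 times of it, and no other setting did. These P values are those of the methods' t-test with 3 or, with 1 array left out, 2 arrays in a group, and exact permutation tests cannot go below 0.1.

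The paper states that all 8 genes of Table 1 rose by more than 2-fold. Here 7 of 8 did, and *ATCKX5* had a mean ratio of 1.98. It was above 2 with the processed intensity scaled to the 75th percentile (2.13), with normexp scaled to the 75th percentile (2.13), with an offset of 0 (2.00) and without replicate 3 of SS or SL (2.18).

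The paper takes all 8 genes as significant by its t-test. Here 6 of 8 were below 0.05, without AT4G30650 and *ATTSPO*. AT4G30650 was below it with the processed intensity scaled to the 75th percentile (0.0293), with normexp scaled to the 75th percentile (0.0439), with the deposited series matrix values (0.0468), without SL replicate 1 (0.0493) and without SL replicate 2 (0.0231). *ATTSPO* was below it under none of these settings, with a P between 0.0707 and 0.255. Limma with the replicate block called both, with adjusted p of 0.0359 and 0.0428, but not the dimmer probe of *ATTSPO* (0.0518). In combinations chosen after seeing the data, the block also called both with quantile normalization by slide and without the pair of replicate 3, but neither with the processed intensity (0.0624 and 0.0724) or normexp (0.0706 and 0.0876) scaled to the 75th percentile, without the pair of replicate 1 (0.138 and 0.0911) or without that of replicate 2 (0.116 and 0.195).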

Other observations

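The comparison of the gene lists and of the fit with the replicate block with other splits of the arrays, and the block without a pair, were chosen only after the results had been seen. The test of the plant batch and the comparison of the number of called probes with other splits were set before.

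The arrays grouped by replicate number. Same-numbered SS and SL arrays deviated from their group means together, with a correlation of at least 0.71 across probes in each of the 3 pairs, which is consistent with an effect of the plant batch. The slide cannot account for all of it, since replicates 2 and 3 shared a slide and differently numbered arrays correlated at -0.161 or less. Without the block, 10 of 10 splits of the arrays into 3 and 3 called as many probes as the real split, since all called 0. With the replicate block, the real split called 1297 probes, and the other 3 of the 4 splits that part the pairs called 0, so that 1 of 4 gave as many. For the gene lists, 2 of 10 splits gave as many called lists as the real one, which called 5. Chance cannot be excluded for any of these counts. Without the block, the real split called 0 probes, so that each split had to match it and the comparison cannot decide. For the lists, another split also called 5, and for the fit with the block, 4 splits are too few.

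Of 10 lists of genes, camera called 5. The list of Table 1 genes had a median log2 fold change of 1.08 (adjusted p = 1.32e-17, 8 of 8 genes higher in all 3 pairs) and was chosen by the study on these samples. Floral integrators, of which 5 of 15 genes were measured and *SOC1* and *FRUITFULL* are also in Table 1, had 0.20 (adjusted p = 0.0289). Of these 5 genes, 3 were higher in all 3 pairs and 2, *AGL24* (-0.64) and *SPL3* (-0.444), were lower in all 3. The median was that of *CAL*, a dim gene with a mean signal of 101 in SS and 116 in SL. Over the settings, the floral median lay between 0.03 (without a filter on dim probes) and 0.91 (deposited series matrix values). The floral call was lost with the replicate block, with the slide as a block (adjusted p = 0.059) and without SS replicate 2 (0.21), SS replicate 3 (0.0814), SL replicate 1 (0.108) or SL replicate 3 (0.102). Genes induced by wounding, as in protoplast isolation, had 0.20 (adjusted p = 0.0289), led by *JAZ10* at 0.655. This call was lost with the deposited series matrix values (adjusted p = 0.0629), without SS replicate 2 (0.0629), SS replicate 3 (0.252), SL replicate 1 (0.109) or SL replicate 3 (0.125), and with the block and without the pair of replicate 3 (0.373). The morning clock genes (adjusted p = 1.1e-11) were lower. Abundant photosynthesis genes had -0.93 (adjusted p = 4.64e-12), with 9 of 10 lower and 1 higher in all 3 pairs, and 5 of these 10 are light-harvesting genes. Under an estimated correlation, only the list of Table 1 was called (adjusted p = 0.00803), and likewise under fry (adjusted p = 0.00129). Not called were the genes of the paper's Supplementary Table 2 (-0.27, adjusted p = 0.149), genes of stomatal opening in Table 2 (-0.01, of either sign over the settings, adjusted p = 0.663), guard cell genes (adjusted p = 0.435) and evening clock genes, with a median of 0.07, a mean of 0.02 and a camera direction of lower (adjusted p = 0.926). The list of Supplementary Table 2 was called as lower in SL with normexp scaled to the 75th percentile (-0.19, adjusted p = 0.0413), without SS replicate 1 (-0.42, adjusted p = 0.0144) and with the block and without the pair of replicate 1 (-0.25, adjusted p = 0.0392), and its median was -0.13 without SL replicate 1. Adjusted over the list alone, limma without the block called 5 of 10 photosynthesis genes, 3 of 10 morning clock genes, 3 of 21 genes of Supplementary Table 2, 2 of 5 floral integrators and 1 of 8 wounding genes, and 0 genes of the stomatal opening, guard cell, evening clock and dark-induced lists, against 0 over all probes. With the block, the numbers were 10 photosynthesis genes, 8 morning clock genes, 13 genes of Supplementary Table 2, 5 floral integrators, 2 wounding genes, 2 genes of stomatal opening, 0 guard cell genes, 4 evening clock genes and 6 dark-induced genes.

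The paper's Supplementary Table 2 lists 21 genes as higher in SL at ZT4 by RNA-seq. On these arrays, given as ZT16, 4 of the 21 were higher and 10 were lower in SL in all 3 pairs. The higher ones were *SOC1*, *FRUITFULL*, *FUS3* and AT1G53560. Among the lower ones were *CCA1* (-1.50), *LHY* (-1.04), *LNK2* (-1.24) and *RVE8* (-0.72), which were singled out after their values had been seen. The difference between the time points was not tested, and the assays differed.

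The paper reports *BHP*, *AHA5* and *AHA11* as repeatedly increased in SL at ZT4. In its RNA-seq each rose by less than 2-fold and none passed its FDR, whereas its qRT-PCR found *AHA5* significantly increased. At ZT16 the log2 fold change was 0.11 for *BHP* (higher in 3 of 3 pairs), 0.05 for *AHA5* (1 of 3) and -0.16 for *AHA11* (0 of 3). Each had an adjusted p of 1 from limma. Their SE lay between 0.16 (*BHP*) and 0.319 (*AHA5*), so the arrays could not resolve changes this small. *AHA2*, which the paper also measured at ZT4, was at -0.11 (2 of 3 pairs higher, adjusted p of 1 from limma). The other of its 2 probes had the opposite sign, and the mean over both was -0.05. Each of these signs turned under some settings. *AHA2* was at 0.18 without SS replicate 3 and at 0.01 with the processed intensity scaled to the 75th percentile, *AHA5* at -0.26 without SL replicate 2 and at -0.16 without SS replicate 1, and without SL replicate 2 *BHP* was at -0.0074 and *AHA11* at 0.0084.

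Among the probes called with the replicate block that moved the same way in all 3 pairs, the largest log2 fold changes belonged, for higher probes, to *SOC1*, to A_84_P809363 without a matched gene (1.60) and to probes of AT1G13930 (1.48 at the brightest of 4). For lower probes they belonged to *LHCB1.1* (-2.34 at probe A_84_P210788, but -1.42 at the brightest of its 3 probes), *BBX28* (-2.05), *LHCA1* (-1.83), AT3G12320 (-1.80) and A_84_P847692 without a matched gene (-1.79). Without the block, their adjusted p from limma lay between 0.495 and 1.

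In Supplementary Data 1, the columns numbered 1 and 2 match the arrays labelled replicates 2 and 1 in both groups, so that the pairs are the same and their numbers are exchanged.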
